# Autocrine Tnf signaling favors malignant cells in myelofibrosis in a Tnfr2-dependent fashion

**DOI:** 10.1038/s41375-018-0131-z

**Published:** 2018-04-18

**Authors:** William L. Heaton, Anna V. Senina, Anthony D. Pomicter, Mohamed E. Salama, Phillip M. Clair, Dongqing Yan, Russell N. Bell, Jeremy M. Gililland, Josef T. Prchal, Thomas O’Hare, Michael W. Deininger

## Abstract

Tumor necrosis factor alpha (TNF) is increased in myelofibrosis (MF) and promotes survival of malignant over normal cells. The mechanisms altering TNF responsiveness in MF cells are unknown. We show that the proportion of marrow (BM) cells expressing TNF is increased in MF compared to controls, with the largest differential in primitive cells. Blockade of TNF receptor 2 (TNFR2), but not TNFR1, selectively inhibited colony formation by MF CD34^+^ and mouse JAK2^V617F^ progenitor cells. Microarray of mouse MPN revealed reduced expression of X-linked inhibitor of apoptosis (*Xiap*) and mitogen-activated protein kinase 8 (*Mapk8*) in JAK2^V617F^ relative to JAK2^WT^ cells, which were normalized by TNFR2 but not TNFR1 blockade. *XIAP* and *MAPK8* were also reduced in MF CD34^+^ cells compared to normal BM, and their ectopic expression induced apoptosis. Unlike *XIAP*, expression of cellular IAP (cIAP) protein was increased in MF CD34^+^ cells. Consistent with cIAP’s role in NF-κB activation, TNF-induced NF-κB activity was higher in MF vs. normal BM CD34^+^ cells. This suggests that JAK2^V617F^ reprograms TNF response toward survival by downregulating XIAP and MAPK8 through TNFR2. Our results reveal an unexpected pro-apoptotic role for XIAP in MF and identify TNFR2 as a key mediator of TNF-induced clonal expansion.

## Introduction

Myelofibrosis (MF) is a myeloproliferative neoplasm (MPN) characterized by bone marrow (BM) reticulin fibrosis, anemia, and splenomegaly due to extramedullary hematopoiesis. Constitutive activation of JAK/STAT signaling due to somatic mutations in Janus kinase 2 (JAK2), calreticulin (CALR) or the thrombopoietin receptor (MPL) is central to MF pathogenesis and endows neoplastic cells with a competitive advantage over their normal counterparts [1–6]. JAK2 inhibitors, such as ruxolitinib, reduce splenomegaly and symptom burden and may prolong survival in MF patients, but are not curative [7]. JAK/STAT signaling promotes generation of inflammatory cytokines such as tumor necrosis factor (TNF), which cause constitutional symptoms such as weight loss and fever [8]. We have shown that TNF stimulates myeloid colony formation by MF CD34^+^ cells but reduces colony formation by normal controls and that absence of TNF attenuates disease in mice with JAK2^V617F^-induced MPN [2].

The aging BM is characterized by inflammation, a bias toward myelomonocytic differentiation and somatic mutations in genes related to myeloid malignancies, including JAK2 [9–14]. This suggests that MPNs such as MF may arise through a process in which clones carrying JAK2 activating mutations are selected in the inflammatory environment, a concept supported by the steep increase of MPN incidence with age [15]. The fact that TNF mediates the proliferative advantage of MPN over normal cells suggests therapeutic utility for TNF antagonists. The TNF neutralizing agent etanercept improved symptoms in a pilot study of MF patients [16]. However, TNF inhibitors have not been developed as MF therapeutics, reflecting concerns about immunosuppression in an already immunocompromised patient population.

TNF signaling involves two distinct receptors, TNF receptor 1 (TNFR1) and TNF receptor 2 (TNFR2). TNFR1 expression is ubiquitous, while TNFR2 expression is largely confined to cells of hematopoietic origin. Only TNFR1 contains an intracellular death domain (DD) that is required for formation of a pro-apoptotic complex (Complex II) consisting of Fas-associated death domain (FADD), TNFR1-associated death domain (TRADD), receptor-interacting serine/threonine protein kinase 1 (RIPK1) and procaspase-8 [17]. Despite TNFR1’s ability to form this pro-apoptotic complex, the initial signaling event following TNF engagement is the formation of a membrane bound complex (Complex I) where TRADD associates with TNFR-associated factor 2 (TRAF2), cellular inhibitor of apoptosis (cIAP) and poly-ubiquitinated RIPK1 leading to nuclear factor-κB (NF-κB) activation. Subsequent formation of Complex II occurs after dissociation from TNFR1 and internalization to the cytoplasm [18]. Cell fate is dependent on factors that balance the NF-κB induction of inflammatory and survival signals with caspase-8-dependent apoptosis. Important factors are cIAP-mediated stabilization of Complex I and expression of the long isoform of cellular FLICE (FADD-like IL-1β-converting enzyme)-inhibitory protein (c-FLIP_L_), an inactive caspase-8 homolog that competes for binding to FADD, thereby maintaining Complex II in an inactive state [19, 20]. Since TNFR2 lacks the DD, it cannot associate with TRADD and FADD, however TNFR2 is able to bind TRAF2 and coordinate NF-κB signaling in association with cIAP [21].

The fact that TNF favors growth of MPN over normal cells suggests that JAK/STAT activation shifts TNF signaling outcomes to survival/proliferation, but it is unknown which differences in signaling between MPN and normal cells underlie the differential response to TNF. Here we show that blocking TNFR2 but not TNFR1 selectively inhibits MPN cells over normal controls and implicate X-linked inhibitor of apoptosis (XIAP), cIAP and mitogen-activated protein kinase 8 (MAPK8) as key mediators of differential responses to TNF.

## Methods

### Human samples

Peripheral blood (PB) and BM samples were collected according to an IRB-approved protocol (#45880), following informed consent. When isolating specific cell fractions, mononuclear cells (MNCs) were prepared with ficoll-paque (GE Healthcare, Uppsala, Sweden) and positive selection with microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) was performed on an autoMACS Pro Separator (Miltenyi). Details of MF patient information and normal BM donors are provided in Supplemental Tables 1–2.

### Intracellular TNF and TNF receptor (TNFR) staining

Leukocytes from MF (*n* = 5) or normal BM (*n* = 10) samples were treated with 10 μg/mL brefeldin A (Sigma-Aldrich) and 100 ng/mL lipopolysaccharide (LPS; Sigma-Aldrich), where indicated. Human antibody panels were used to identify stem and progenitor cells as described [22] and mature populations were identified using standard markers. Stem and progenitor cell populations in Balb/c mice (*n* = 8) were identified as reported [23] except for the omission of Sca-1 (low expression in Balb/c mice; complete list of markers and antibodies is provided in the Supplemental Tables 3–6). Cells were stained for surface markers prior to incubation in a paraformaldehyde/saponin buffer (BD Bioscience, Franklin Lakes, NJ), then stained with TNF antibody (BD Bioscience). Samples were analyzed using a FACSCanto cytometer (BD Bioscience) and analyzed with FlowJo analysis software (Treestar, Ashland, OR). Graphs show mean/s.e.m.

### Clonogenic assays

In murine samples, lineage depletion was performed with an autoMACS Pro Separator (Miltenyi Biotec), prior to sorting for DAPI^−^Kit^+^ positive cells with a FACSAria Cell Sorter (BD). Human CD34^+^ cells (MF-n = 4, CB-n = 3) or Lin^−^Kit^+^ mouse cells (*n* = 3) were treated in liquid culture with TNFR blocking antibodies (Supplemental Table 7) at 10 μg/mL for 72 h, then plated in MethoCult with continued antibody treatment. Liquid culture and colony assays were supplemented with SCF (human-50 ng/mL, murine-100 ng/mL) and IL-3 (human-10 ng/mL, murine-50 ng/mL). Inducible shRNA constructs were purchased from Cellecta (Mountain View, CA) in lentiviral vectors containing a GFP expression marker. GFP^+^ cells were sorted 3 days post infection (*n* = 3), and treated ±200 ng/mL doxycycline (Clontech Laboratories Inc., Mountain View, CA). Cells were maintained in liquid culture for 96 h, transferred to clonogenic assays as described above, with colonies scored after 10–14 days. Graphs show mean/s.e.m.

### Microarray analysis

BM cells were harvested from 3 to 4 mice for each experiment, cultured for 16 h ±TNFR1 or TNFR2 BA (10 μg/mL). After treatment, Lin^−^Kit^+^ cells were isolated as described above and further subdivided into GFP^+^ and GFP^−^ cells for a total of six distinct groups. Three independent experiments were performed and RNA was isolated using RNeasy Micro Kit (Qiagen, Germantown, MD). RNA was further purified using Clean & Concentrator columns (Zymo Research, Irvine, CA), cDNA was prepared with the Ovation Pico WTA System V2 (NuGEN, San Carlos, CA) and labeled with the Encore Biotin Module (NuGEN). The cDNA target samples were hybridized to an Affymetrix Mouse Expression 430 2.0 array (Thermo Fisher Scientific). Image processing was performed using Affymetrix Command Console (AGCC) v.3.1.1 software (Thermo Fisher Scientific) and expression analysis was performed using Affymetrix Expression Console build 1.4.1.46 (Thermo Fisher Scientific). Data have been uploaded to Gene Expression Omnibus (accession number GSE104792).

### Statistical analysis

Significance of individual comparisons was determined by Student’s *t*-test with paired comparisons for murine samples (JAK^V617F+^ and JAK2^V617F−^ cells from individual mice) and unpaired comparisons between human MF samples relative to normal controls (with test for variance). Two-tailed tests were used for all comparisons except for intracellular TNF expression (one-tailed) where the distribution was limited by zero values. A two-way ANOVA was used for comparison of the NFκB time-course experiment.

## Results

### TNF expression is increased in MPN cells from multiple hematopoietic cell compartments

To determine the cellular origin of TNF, we assessed expression by FACS in BM or blood of MF patients compared to normal controls (Fig. 1a). To increase intracellular TNF, allowing detection at the single-cell level, cells were treated with brefeldin A (10 μg/mL) [24, 25]. The percentage of TNF^+^ cells was increased in hematopoietic stem cells (HSCs), multipotent progenitor cells (MPPs), common lymphoid progenitor cells (CLPs), monocytes and mature B cells (Fig. 1b upper panel). To determine whether cell populations were differentially sensitive to inflammatory stimuli, cells were treated with LPS (100 pg/mL). TNF expression in monocytes from MF patients (72.5% TNF^+^) and normal individuals (70.5% TNF^+^) was comparable. In contrast, LPS-induced TNF expression in primitive populations was elevated in MF relative to normal controls, with the largest differential in HSCs (16.7% vs. 1.1% TNF^+^) and significant differences in MPPs and MEPs (Fig. 1b lower panel). Since the average age of the control population used in this study was significantly lower than the MF population (40.0 vs. 59.8 years old, *P* < 0.001), we also stratified normal controls based on age (<50 vs. >50 years old) and compared TNF expression. We found no difference in any of the populations, except for the LPS-stimulated granulocytes (*P* < 0.05), although the absolute expression was extremely low in this populations (<50 = 0.1% vs. >50 = 0.7% TNF^+^; Supplemental Figure 1). Analogous experiments were performed on BM from Balb/c mice with MPN induced by transplantation of donor cells transduced with JAK2^V617F^, where JAK2^V617F^ cells are identified by GFP expression [26, 27]. TNF expression was generally higher in JAK2^V617F^ cells, with the largest difference in the HSC-enriched population (21.5% vs. 6.4% TNF^+^ cells; Fig. 1c upper panel), irrespective of LPS stimulation. In mature populations, the largest difference in TNF expression between JAK2^V617F+^ and JAK2^V617F−^ cells was in T cells, while expression in the mature myeloid lineages (Mac1^+^ and/or GR1^+^) was comparable (Fig. 1c lower panel). These results indicate that the proportion of TNF expressing cells is consistently higher in MF vs. normal controls, particularly in less differentiated cell types. Furthermore, JAK2^V617F^ is sufficient to induce these differences in TNF expression.

**Fig. 1:**
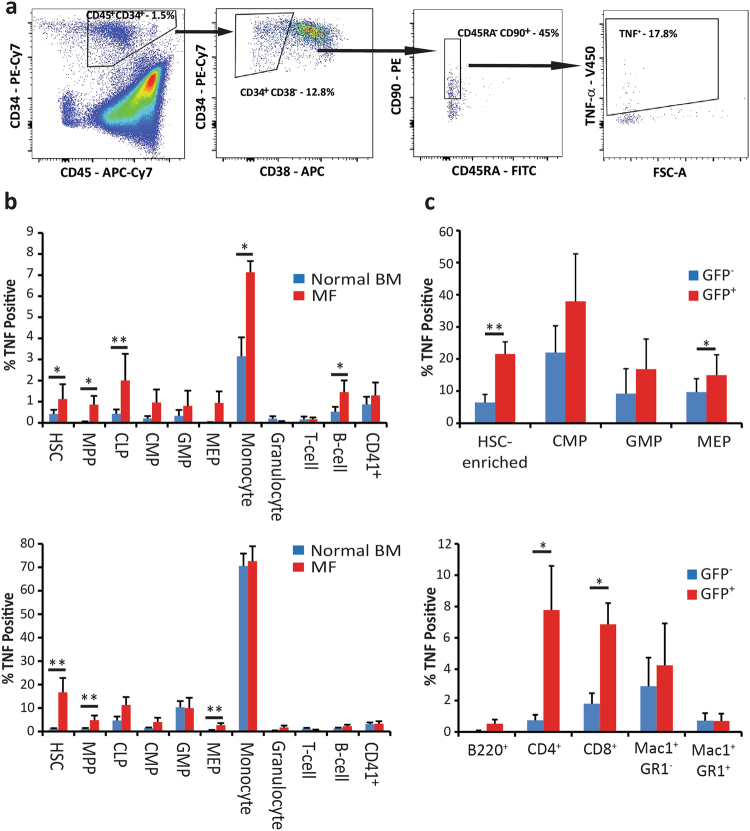
TNF expression is higher in HSCs from MF patients compared to normal BM and in cells from JAK2^V617F+^ compared to JAK2^V617F−^ mice. **a** Primary cells were immunophenotyped with surface markers and intracellular TNF staining was performed to identify expression in hematopoietic lineages, with HSCs defined as CD45^+^CD34^+^CD38^−^CD45RA^−^CD90^+^. **b** Leukocytes were treated *ex vivo* for 16 h with the protein transport inhibitor brefeldin A (10 μg/mL). The percentage of TNF^+^ cells was higher in MF patients (*n* = 5; PB = 4, BM = 1) compared to normal BM (*n* = 10) in HSCs, MPPs, CLPs, monocytes and B cells. **c** Addition of LPS (100 ng/mL) increased the differences in TNF expression between MF specimens (*n* = 5; PB = 4, BM = 1) and normal BM (*n* = 10) for HSCs, MPPs and MEPs while expression in monocytes was equivalent. **d**, **e** Similar experiments were performed with BM cells isolated from JAK2^V617F^ MPN mice (*n* = 8), including brefeldin A treatment. **d** TNF expression was significantly higher in JAK2^V617F+^ Lin^−^Kit^+^CD48^−^CD150^+^ HSC-enriched cells and Lin^−^Kit^+^CD34^−^FcγRII/RIII^Lo^ MEPs. **e** In the mature compartments, JAK2^V617F+^ T-cells (CD4^+^ and CD8^+^) expressed higher TNF than JAK2^V617F−^ T-cells, while expression in B cells (B220^+^) and myeloid cells (Mac-1^+^/GR-1^−^ and Mac-1^+^/GR-1^+^) was similar. *P < 0.05, **P < 0.005

### Treatment with pan-TNF inhibitors does not reduce disease burden in murine MPN

To test the effects of TNF neutralization *in vivo*, we used two TNF inhibitors in a retroviral mouse model of JAK2^V617F^-induced MPN. Etanercept is a soluble TNFR2 decoy receptor that binds human or mouse TNF, and has shown efficacy in mouse models of rheumatoid arthritis (RA) [28]. CNTO5048 is a modified version of the TNF-neutralizing antibody infliximab with an altered variable region that increases its affinity for mouse TNF [29]. Both agents are used to treat RA and other autoimmune disorders [30]. We confirmed the activity of each of these agents against mouse TNF in an assay of TNF-mediated cytotoxicity (L929 cells; Supplemental Figure 2a, b) [31]. In successive studies with etanercept and CNTO5048, mice with established MPN were treated for 8–12 weeks with dosing schedules reported to be effective in murine models of RA [28, 32]. Neutralization of soluble TNF in serum of mice was confirmed with the L929 cytotoxicity assay (Supplemental Figure 2c, d). No significant differences in white blood cell counts, hematocrit, GFP^+^ cells (Supplemental Figure 2e-j) or spleen weights (Supplemental Figure 2k,l) were observed between treatment groups. These results are consistent with the modest effects observed with etanercept in MF that showed hematologic improvement in 20% of patients [16]. Since the TNF neutralizing agents failed to inhibit disease, we hypothesized that differential signaling from TNFR1 and/or TNFR2 underlies the competitive advantage of MPN cells.

### TNFR2 but not TNFR1 selectively suppresses myeloid colony formation by MPN progenitor cells

To identify the mechanistic basis for the differential effects of TNF on MF vs. normal cells, we quantified TNF receptor expression in primitive (Supplemental Figure 3a) and mature (Supplemental Figure 3b) hematopoietic cells from human MF vs. normal BM and JAK2^V617F+^ vs. JAK2^V617F−^ cells from MPN mice (Supplemental Figure 3c). No significant differences were observed, suggesting that the differential effects of TNF on MPN vs. normal cells are due to modulation of downstream signaling events. To determine the contribution of TNFR1 and TNFR2-mediated effects on MPN clonal dominance, we used receptor blocking antibodies (BAs) to inhibit each receptor. The specificity of all BAs was confirmed using ELISA and L929 cytotoxicity assays (Supplemental Figure 4a-d). CD34^+^ cells from MF samples, normal BM or cord blood (CB) were cultured for 72 h ±TNFR1 or TNFR2 BAs (10 μg/mL), then transferred to semisolid medium with continued treatment. Blocking TNFR1 did not significantly change granulocyte-macrophage (GM) colony numbers for MF, BM, or CB samples, while TNFR2 block consistently reduced MF colonies by 25–30%, with no effect on BM or CB (Fig. 2a; colony counts provided in Supplemental Figure 5a-c). Single colonies were genotyped for JAK2 by BsaXI digestion (Supplemental Figure 6a). The vast majority of samples were homogenous for JAK2^V617F^ colonies. In one MF patient sample (from a patient with a JAK2^V617F^ allele burden of ~85%) with a mixture of JAK2^V617F^ and JAK2^WT^ colonies, blocking TNFR2 selected for JAK2^WT^ over JAK2^V617F^ colonies (Fig. 2b). We next tested the effects of TNFR BAs on Lin^−^Kit^+^ BM cells from mice with JAK2^V617F^ MPN, using the same experimental design. After enumeration, 20–25 single GM colonies were genotyped using a FACS-based assay measuring GFP (Supplemental Figure 6b, c). Both BAs mildly reduced total colony numbers. While the TNFR1 BA reduced JAK2^V617F+^ and JAK2^V617F−^ colonies to a similar degree, the TNFR2 blocking antibody selectively reduced JAK2^V617F+^ colonies (Fig. 2c). For validation, human MF and CB CD34^+^ cells were infected with doxycycline-inducible shRNAs targeting TNFR1 or TNFR2 (Supplemental Table 8). Effective TNFR1/2 knockdown was confirmed in SET-2 cells (Supplemental Figure 7a, b). Cells were cultured in cytokine containing media (SCF and IL-3, no exogenous TNF) ±doxycycline prior to plating in colony assays with continued treatment. Knockdown of TNFR2 reduced colony formation by MF cells to a similar degree as seen with the TNFR2 BA (~ 30%) with no effect on CB-derived colonies, while knockdown of TNFR1 had no effect (Fig. 2d). Altogether these results suggest that the differential effects of TNF on MPN vs. normal progenitor cells are mediated by TNFR2 and that selective inhibition of TNFR2 may reverse the clonal dominance of MPN cells. To test this, we performed a competitive repopulation assay with BM cells from TNFR^+/+^ (CD45.1_C57BL/6) and TNFR2^−/−^ (CD45.2_C57BL/6) mice. Analogous experiments were done using TNFR^+/+^ vs. TNFR1^−/−^ donors. Engraftment of GFP^+^ cells was monitored over time for TNFR^+/+^ and TNFR2^−/−^ compartments with CD45.1 and CD45.2 specific antibodies (Supplemental Table 9). While the proportion of TNFR1^+/+^ and TNFR1^−/−^ cells within the GFP^+^ population remained constant (Fig. 2e), JAK2^V617F^ expressing TNFR2^+/+^ outcompeted TNFR2^-/-^ cells (Fig. 2f). However, engraftment of GFP^+^ cells was transient and eventually JAK2^V617F+^ cells were lost irrespective of genotype, precluding further analysis.

**Fig. 2:**
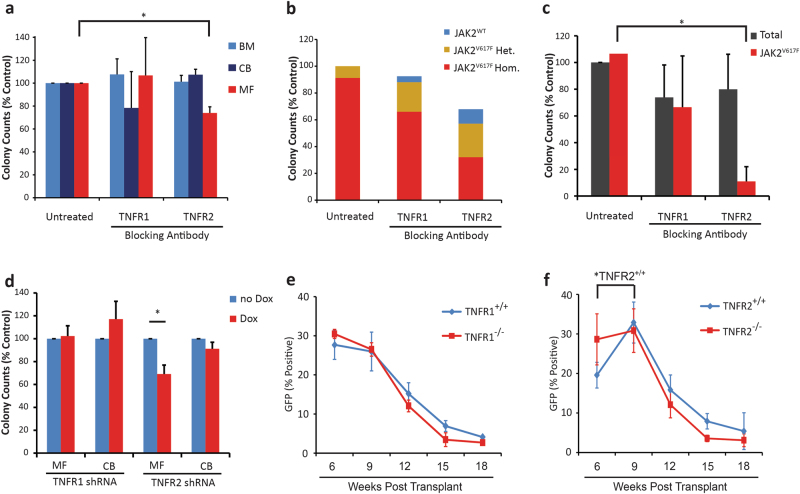
Blocking TNFR2 selectively inhibits colony formation by MF vs. normal BM CD34^+^ cells and mouse JAK2^V617F+^ compared to JAK2^V617F−^ progenitor cells. **a** Human CD34^+^ cells from MF blood (*n* = 4), normal BM (*n* = 3) or CB (*n* = 3) were treated with TNFR BAs at 10 μg/mL for 72 h in liquid culture, then plated in clonogenic assays with continued treatment. TNFR2 inhibition reduced colony numbers in MF samples without affecting normal BM or CB control samples. **b** In MF samples, the JAK2 genotype was analyzed for each colony. Of the four samples tested, three were found to have 100% JAK2^V617F^ allele burden in all conditions tested, while one sample with a mixed JAK2 genotype had a reduction in JAK2^V617F+^ colonies and increase in JAK2^WT^ colonies with TNFR2 inhibition and to a lesser degree with TNFR1 inhibition. **c** Lin^−^Kit^+^ BM cells from MPN mice (*n* = 3) were treated in liquid culture with TNFR BAs at 10 μg/mL for 72 h, then plated in clonogenic assays with continued treatment. Colonies were enumerated after 10 days and isolated colonies genotyped for JAK2 status by analyzing GFP expression. TNFR2 inhibition selectively reduced colony formation of JAK2^V617F+^ cells without affecting total colony numbers, while TNFR1 inhibition had no effect. **d** MF (*n* = 4) and CB (*n* = 4) CD34^+^ cells were infected with doxycycline-inducible TNFR shRNAs, in liquid culture ±200 ng/mL doxycycline for 96 h and then plated in clonogenic assays with continued treatment. Induction of the TNFR2 shRNAs reduced colony formation in MF samples without affecting normal controls, while induction with a TNFR1 shRNA had no effect. **e**, **f** BM cells from 5-FU-treated CD45.1 and **e** TNFR1^−/−^ or **f** TNFR2^−/−^ CD45.2 mice were infected with MSCV-IRES-JAK2^V617F^-GFP retrovirus. Equal numbers of wild type and null GFP^+^ cells were injected into lethally irradiated TNFR^+/+^ recipients (*n* = 8 per group). TNFR2^+/+^ GFP^+^ cells increased over TNFR2^−/−^ GFP^+^ cells, while TNFR1^+/+^ GFP^+^ cells remained at the same level as TNFR1^−/−^ cells. However, GFP^+^ engraftment was not maintained. *P < 0.05

### TNFR1 or TNFR2 inhibition partially reverses gene expression differences between JAK2^V617F+^ and JAK2^V617F−^ cells

To identify the differences in TNF-induced signaling between JAK2^V617F+^ and JAK2^V617F−^ cells, we cultured BM cells from Balb/c mice with established JAK2^V617F^-induced MPN in media containing SCF and IL-3, ±murine TNFR1 or TNFR2 BA in three independent experiments (Fig. 3a). Lin^−^Kit^+^ cells were sorted into GFP^+^ and GFP^−^ subsets and subjected to gene expression profiling. 

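The arrays held 6 groups of Lin-Kit+ cells, GFP+ (JAK2 V617F+) and GFP- (JAK2 V617F-) cells from untreated, TNFR1 BA-treated and TNFR2 BA-treated cultures, with 3 arrays per group. Bone marrow of 3 to 4 mice per experiment was cultured for 16 h with SCF and IL-3, and each BA was used at 10 μg/mL. For murine cells the paper gives SCF at 100 ng/mL and IL-3 at 50 ng/mL under its clonogenic assays. It states no concentrations for the array cultures. The deposited table gives log2 signals on 18 arrays, from 2.22 to 15.49, which the authors made with Affymetrix Expression Console. The normalization, and how these probe sets were chosen, are not given in the sources used here. A single gene symbol was listed for 9651 probe sets, several for 27 and none for 657, and the probe sets with a single symbol covered 9636 genes. Limma was fitted to the 6 group means of the 17 arrays used in the paper, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The table has no detection calls, so differences from a group near the lowest value may be understated. The number of arrays limits the precision. Arrays of 1 group ranged over more than 5 log2 units for 7.89% (untreated JAK2 V617F-) to 13.19% (TNFR1 BA JAK2 V617F-) of probe sets. Differences chosen for their size may therefore be overstated. The median standard deviation within groups was 1.45 on the log2 scale. In simulated arrays with this spread, 200 probe sets were changed. For the untreated comparison of the genotypes, 27.5% of changes of 4 log2 units and 86.0% of changes of 8 log2 units were recovered. The simulated changes of 8 were estimated at 7.959 on average, so they were not cut off at a lowest value, as falls in the data can be.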

All but one sample (untreated-JAK2^V617F+^ replicate #3, which was excluded) passed quality thresholds. 

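The excluded array, untreated JAK2 V617F+ replicate 3, had a median log2 signal of 6.05, and the medians of the other 17 arrays lay between 7.41 and 7.75. Of its probe sets, 36.5% had a log2 signal under 4. Its mean correlation with all other arrays was 0.574. Among the 17 arrays used, the lowest mean correlation was 0.675, in untreated JAK2 V617F+ replicate 2, and the highest was 0.765. Untreated JAK2 V617F+ cells were thus represented by 2 arrays and every other group by 3.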

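Across all probe sets, the closest array by correlation was of the same genotype for 14 of 17 arrays, where permuted labels gave a mean of 8 (permutation test, p = 0.00646), while 3 of 8 JAK2 V617F+ arrays were closest to a JAK2 V617F- array. Correlations overlapped, from 0.637 to 0.832 for arrays of the same genotype and another treatment and from 0.622 to 0.817 for arrays of different genotypes. It was of the same genotype and treatment for 1 of 17 arrays, where permuted labels gave a mean of 2.01 (permutation test, p = 0.872). With average linkage on the correlation distance, none of the 6 groups and neither genotype formed a branch of its own (0 of 6 and 0 of 2). When the 1788 probe sets with an unadjusted p under 0.05 from limma in any comparison with untreated JAK2 V617F- cells were used, a selection made with the group labels, 6 of 6 groups and 1 of 2 genotypes formed a branch. Labels permuted across experiments gave 6 groups as branches in 20 of 100 draws and a genotype as a branch in 3 of 100 draws.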

Unsupervised hierarchical clustering grouped samples according to genotype (JAK2^V617F+^ vs. JAK2^V617F−^) and treatment (Fig. 3b). We hypothesized that genes critical to TNFR2′s distinct effects would be differentially expressed in JAK2^V617F+^ vs. JAK2^V617F−^ cells and that blocking TNFR2 should reverse this difference. In addition, we considered genes regulated by TNFR2 in JAK2^V617F+^ cells with minimal effects in JAK2^V617F−^ cells as the highest priority and applied sequential filters to identify genes meeting these criteria for TNFR2 and TNFR1, respectively (Fig. 3c). 

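Over the 3 treatments, JAK2 V617F+ cells had higher signals of mast cell and erythroid genes than JAK2 V617F- cells. Of 9 measured mast cell and basophil genes, listed before the data were examined, 9 were higher in JAK2 V617F+ cells, 5 of them at an adjusted p under 0.05 over all probe sets and 9 when adjusted over the list alone. The mast cell tryptase Tpsab1 had a log2 signal of 12.26 ± 0.76 (SD, n = 8) in JAK2 V617F+ and 3.34 ± 1.86 (SD, n = 9) in JAK2 V617F- arrays, and the chymase Cma1 13.55 ± 0.40 (SD, n = 8) and 7.91 ± 2.09 (SD, n = 9). Tpsb2, another tryptase, was higher by 7.35 (standard error 0.61) on the log2 scale, and Fcer1a, a chain of the IgE receptor, by 2.91 (standard error 0.50). Of 13 erythroid genes, 13 were higher, 2 of them past the threshold over all probe sets (Car2 and Ermap) and 12 when adjusted over the list alone. Within replicates 1, 2 and 3, the median difference of the erythroid list was 2.88, 2.14 and 0.68 and that of the mast cell list 4.09, 2.16 and 3.07. Camera gave an adjusted p of 1.05e-21 for the mast cell and 2.96e-14 for the erythroid list, and with an estimated correlation the adjusted p was 0.000612 and 0.00305. Of 9 megakaryocyte genes, 9 had a positive difference and none passed over all probe sets (0, and 2 when adjusted over the list alone), with an adjusted p from camera of 0.000225 and an adjusted p of 0.0739 with an estimated correlation. Genes of monocytes, macrophages and dendritic cells had a median difference of -1.45 (adjusted p from camera 0.000195, and adjusted p = 0.0558 with an estimated correlation), and of -0.93 without replicate 1 (adjusted p = 0.16). The lists of TNF receptor signalling, NF-kB target and apoptosis genes did not pass this test (adjusted p 0.783, 0.512 and 0.365).
Of the stem and progenitor list, the transcription factor gene Mycn was higher by 8.30 (standard error 0.62, adjusted p = 1.27e-06) and, outside the lists, the cytokine gene Lif by 7.17 (standard error 0.68, adjusted p = 1.04e-05). In all, 31 probe sets were higher and 6 lower at an adjusted p under 0.05 from limma, and 1063 had an unadjusted p under 0.05, where 517 would be expected by chance. These counts were 49 and 18 with the replicate number as a block (replicate block), 7 and 0 without replicate 1, 6 and 0 without replicate 2, and 49 and 70 without untreated JAK2 V617F+ replicate 1. Within single treatments, 8 probe sets passed in untreated, 9 in TNFR1 BA-treated and 4 in TNFR2 BA-treated cells, and Mycn, Tpsab1 and Tpsb2 passed in all 3, while these counts were 0, 0 and 0 without replicate 2 and also without replicate 3, and 21, 0 and 1 without replicate 1. In the array the paper excluded for its quality, Tpsab1 had a log2 signal of 12.04 and Lif of 2.97. The lowest JAK2 V617F+ array used had a mean log2 signal of 11.23 and the highest JAK2 V617F- array of 8.82 for the mast cell list, and of 8.09 and 7.71 for the erythroid list.

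**Figure D1:**
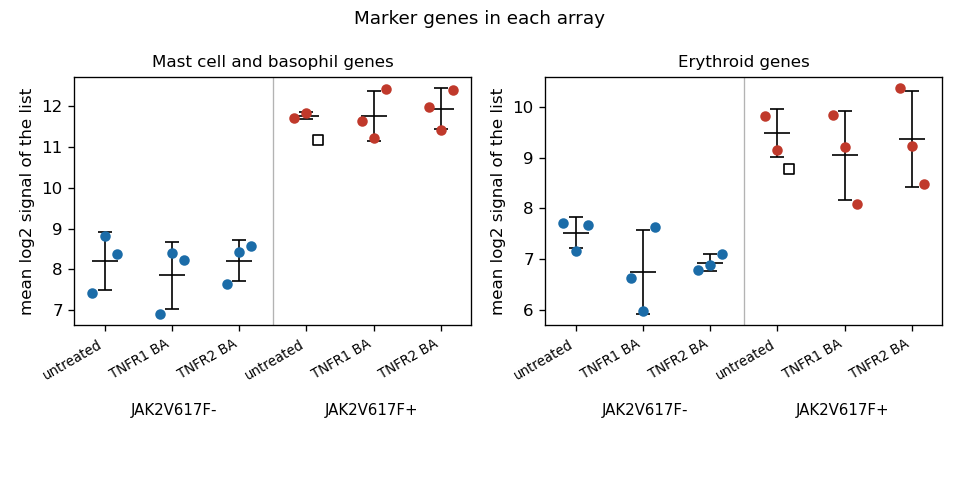
Mean log2 signal of 9 mast cell and basophil genes (left) and 13 erythroid genes (right) in each array, by genotype and treatment. Points are arrays, lines with bars are the mean and SD of the arrays used in the paper, and the open square is the excluded array.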

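With an unadjusted p under 0.05 from limma in any other group against untreated JAK2 V617F- cells, 1663 of 9636 genes passed the first filter. Of these, 1154 had an absolute log2 difference over 1 between untreated JAK2 V617F+ and JAK2 V617F- cells, 516 of them higher and 638 lower in JAK2 V617F+ cells. TNFR1 BA reversed 463 of these genes by at least 75%, and 291 of the reversed genes differed by less than 1 in TNFR1 BA-treated JAK2 V617F- cells. TNFR2 BA reversed 347, of which 220 differed by less than 1 in TNFR2 BA-treated JAK2 V617F- cells. Both BAs reversed 218 genes, where 139 would be expected of independent lists. Both comparisons use the same untreated arrays, so the lists are not independent and 139 is not the overlap without a BA effect. At an adjusted p under 0.05 the first filter left 10 genes. Group labels permuted across experiments gave at least as many probe sets past the unadjusted threshold in 52 of 100 draws, and labels permuted within experiments, fitted with a replicate block, in 18 of 100 draws. Without untreated JAK2 V617F+ replicate 1, the genes reversed and selective were 1072 and 734 for TNFR1 BA and 801 and 559 for TNFR2 BA.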

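In untreated cells, Itm2a, which encodes a membrane protein, had a log2 signal of 9.59 ± 0.94 (SD, n = 2) in JAK2 V617F+ and 3.11 ± 1.40 (SD, n = 3) in JAK2 V617F- arrays, a difference of 6.48 (standard error 1.09, adjusted p = 0.0188 from limma). It fell by 6.35 with TNFR1 BA (adjusted p = 0.0881) and by 6.73 with TNFR2 BA (adjusted p = 0.0291, and 0.0672 with a replicate block). Prdx2, which encodes a peroxiredoxin, differed between the genotypes by 6.33 (adjusted p = 0.213) and Asb17 by 6.25 (adjusted p = 0.385), and with either BA at most 25% of the difference of each remained. Xiap, which encodes an inhibitor of caspases, had a log2 signal of 2.42 ± 0.15 (SD, n = 2) in untreated JAK2 V617F+ and 10.24 ± 1.34 (SD, n = 3) in untreated JAK2 V617F- arrays, a difference of -7.82 (standard error 1.32, adjusted p = 0.0188). Mapk8, which encodes the kinase JNK1, had 2.83 ± 0.83 (SD, n = 2) and 9.71 ± 0.96 (SD, n = 3), a difference of -6.88 (adjusted p = 0.142). Among 9636 genes, these were ranks 1 and 3 from the lowest difference. In the array the paper excluded for its quality, Xiap had a log2 signal of 6.57, Mapk8 of 2.25, Itm2a of 2.30, and Prdx2 and Asb17 of 2.22. With that array included, the Xiap difference was -6.44 (adjusted p = 0.123), and in 6 of 8 leave-one-out fits the differences of Xiap and Itm2a in untreated cells did not pass (highest adjusted p = 0.28 and 0.294). The smallest p that the exact permutation test used here, 2 times the smaller tail, gives for 2 arrays against 3 is 0.2.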

Evaluation of the top 10 up- and downregulated genes, based on fold-change between JAK2^V617F+^ vs. JAK2^V617F−^ cells, showed that expression of the genes with the highest degree of upregulation (*Itm2a*; *Prdx2*; *Asb17*) was reversed by either TNFR1 or TNFR2 block, while the two genes with the highest downregulation, *Xiap* and *Mapk8* (*Jnk1*), were selectively reversed by TNFR2 but not TNFR1 block (Fig. 3c). We therefore focused on *Xiap* and *Mapk8*, as genes potentially mediating the differential effects of TNF signaling in JAK2^V617F+^ vs. JAK2^V617F−^ cells. 

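In JAK2 V617F+ cells, TNFR2 BA raised Xiap by 8.37 on the log2 scale (standard error 1.32, adjusted p = 0.0291 from limma), to 10.79 ± 1.11 (SD, n = 3). With the experiment as a replicate block, Xiap differed by 7.78 (adjusted p = 0.0612 from limma), and the probe sets past the threshold for TNFR2 BA in these cells went from 3 to 0. Without the block, Xiap did not pass in 6 of 8 leave-one-out fits (highest adjusted p = 0.406). With TNFR1 BA the difference was 2.09 (standard error 1.32, adjusted p = 0.834). TNFR2 BA-treated exceeded TNFR1 BA-treated JAK2 V617F+ cells by 6.27 (standard error 1.18, unadjusted p = 5.11e-05 and adjusted p = 0.264 from limma), with each TNFR2 BA array above each TNFR1 BA array (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). Mapk8 differed by 5.34 with TNFR2 BA (adjusted p = 0.755) and by 3.91 with TNFR1 BA (adjusted p = 0.614). The Mapk8 difference between the BAs was 1.44 (95% confidence interval -1.31 to 4.18), and -0.25 without TNFR1 BA JAK2 V617F+ replicate 1. In JAK2 V617F- cells, Xiap differed by -0.67 with TNFR2 BA and Mapk8 by -0.49, and 0 probe sets passed for either BA in these cells. An unadjusted p under 0.05 from limma was found for 385 with TNFR1 BA and 255 with TNFR2 BA, where 517 would be expected by chance for each. The change in Xiap with TNFR2 BA differed between the genotypes by 9.03 (standard error 1.77, unadjusted p = 8.02e-05 and adjusted p = 0.414 from limma). From the reversal by TNFR2 but not TNFR1 block, the paper proposes Xiap and Mapk8 as potential mediators of the differential effects of TNF signaling. TNFR1 BA JAK2 V617F+ arrays spread from 2.22 to 5.69 for Xiap and from 3.37 to 9.76 for Mapk8.

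**Figure D2:**
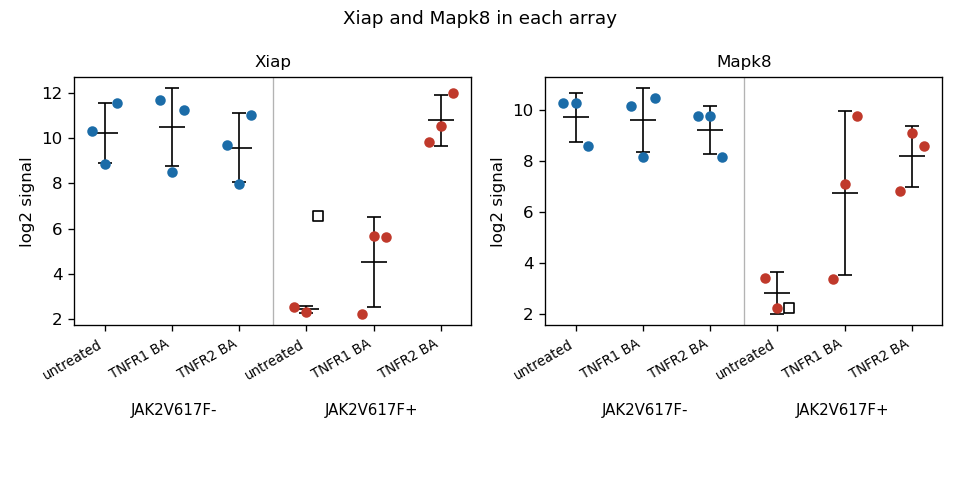
Log2 signal of Xiap (left) and Mapk8 (right) in each array, by genotype and treatment. Points are arrays, lines with bars are the mean and SD of the arrays used in the paper, and the open square is the excluded array.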

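Prdx2 differed between TNFR2 BA-treated and TNFR1 BA-treated JAK2 V617F+ cells by -0.19 on the log2 scale (95% confidence interval -3.01 to 2.64). The interval for Itm2a was -2.42 to 1.67 and that for Asb17 -3.30 to 3.27. In this direct comparison of the BAs 0 probe sets passed an adjusted p of 0.05 from limma. An unadjusted p under 0.05 was found for 452, where 517 would be expected by chance. Of the 33 measured genes of the top 10 lists, 4 had an unadjusted p under 0.05 in it. These lists were chosen by the paper on the same arrays and are not independent evidence.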

While it is conceivable that other differentially expressed genes such as *Prdx2* are also disease relevant, they were not investigated in the current study since they were not differentially regulated by TNFR2 over TNFR1.

**Fig. 3:**
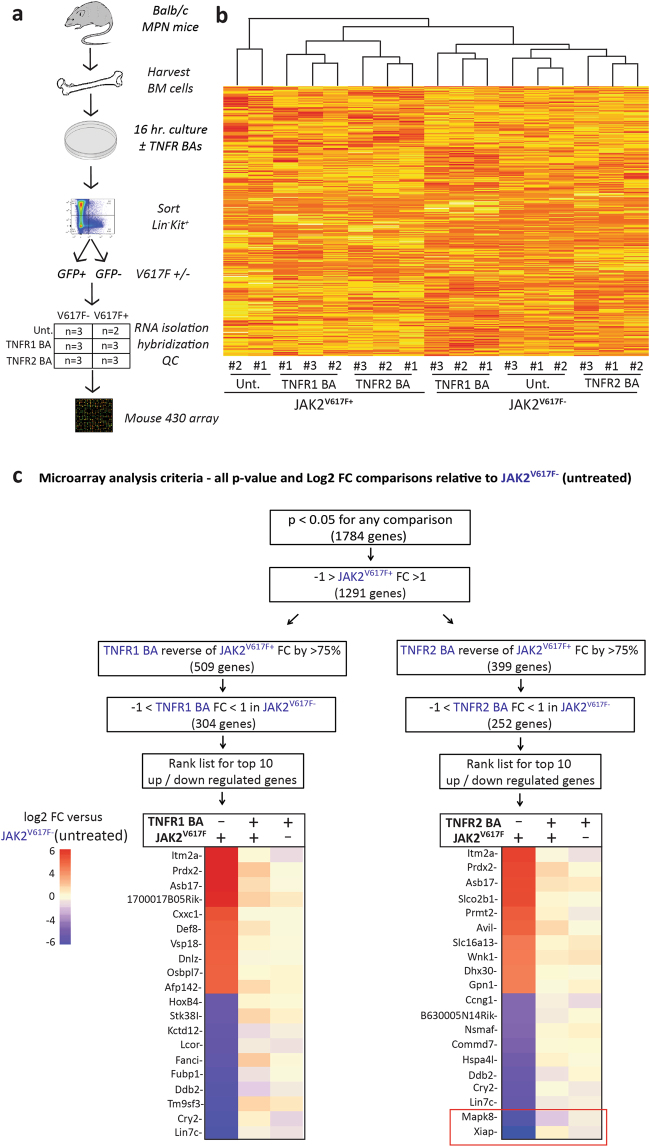
Expression of Xiap and Mapk8 is downregulated in JAK2^V617F+^ relative to JAK2^V617F−^ cells, but this differential is abolished by TNFR2 inhibition. **a** BM cells from mice with JAK2^V617F^-induced MPN was cultured for 16 h  ±TNFR BAs (10 μg/mL). Cells were then sorted for Lin^−^Kit^+^ expression, then subdivided based on GFP, resulting in six groups. Three independent experiments were performed. RNA was extracted for all 18 samples and subjected to microarray analysis using Affymetrix mouse 430 2.0 arrays. One sample, Untreated-JAK2^V617F+^ replicate #3 failed quality standards and was removed from further analysis. **b** Unsupervised clustering of the remaining 17 samples grouped all samples according to genotype (JAK2^V617F^) and treatment. **c** Fold change (FC) and *P*-values were generated for each condition relative to the JAK2^V617F−^ (Untreated) group. Sequential filters were applied to identify genes whose expression is dysregulated in JAK2^V617F+^ cells and restored with TNFR BA treatment. The set was limited to genes that had a *P*-value of < 0.05 when compared between any two treatment groups. Then genes were limited to those that had a FC > |1| in JAK2^V617F+^ relative to JAK2^V617F−^ cells. Genes were then subdivided into those whose expression was reversed with either TNFR1 or TNFR2 BA in JAK2^V617F+^ toward JAK2^V617F−^ by ≥75%. To further identify those that were selectively regulated in JAK2^V617F+^ cells, those with a FC > |1| in JAK2^V617F−^ cells were eliminated. For each of these gene sets we ranked the top 10 up- or downregulated genes. Xiap and Mapk8 were the two top differentially expressed genes between JAK2^V617F+^ and JAK2^V617F−^ whose expression was normalized with TNFR2 BA treatment but not TNFR1 BA treatment.

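Ranked by the difference between untreated JAK2 V617F+ and JAK2 V617F- cells, the genes selected for TNFR2 BA began with Itm2a, Prdx2, Asb17 and Slco2b1 among those higher in JAK2 V617F+ cells and with Xiap, Mapk8, Lin7c and Cry2 among those lower. All 10 higher and all 10 lower genes for TNFR2 BA, and 9 of 10 in each direction for TNFR1 BA, stand in the lists of Fig. 3c. After TNFR2 BA, a share of -0.07 of the Xiap and 0.223 of the Mapk8 difference remained, and after TNFR1 BA 0.732 and 0.432. Of the 33 measured genes of these lists, 27 were reversed by at least 75% by TNFR1 BA and 24 by TNFR2 BA. Cry2, a circadian clock gene, differed by -5.74 in untreated JAK2 V617F+ cells (standard error 0.86, adjusted p = 0.00801 from limma). It differed by 6.19 with TNFR1 BA (adjusted p = 0.0117) and by 5.67 with TNFR2 BA (adjusted p = 0.0291, and 0.0612 with a replicate block). Among leave-one-out fits without a lone array in a group, none of these Cry2 differences passed without replicate 3. The untreated difference also did not pass without untreated JAK2 V617F- replicate 1. That with TNFR1 BA did not pass without TNFR1 BA JAK2 V617F+ replicate 1, and that with TNFR2 BA without TNFR2 BA JAK2 V617F+ replicate 2 or replicate 3. Of these 33 genes, 3 passed an adjusted p of 0.05 in untreated cells, 1 with TNFR1 BA and 3 with TNFR2 BA, the last of which went to 0 with a replicate block.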

To validate the microarray results, we analyzed by qPCR *Xiap* and *Mapk8* expression in Lin^-^Kit^+^ cells from an independent group of MPN mice (*n* = 3) and in MF patients and normal BM controls (primer sequences are provided in Supplemental Table 10). Expression of *Xiap* and *Mapk8* was consistently lower in JAK2^V617F+^ compared to JAK2^V617F^^−^ murine cells and in MF cells compared to normal BM (Fig. 4a, b). MAPK8 has been implicated as a necessary component of TNF-mediated apoptosis [33], predicting that reduced expression would have an anti-apoptotic effect. Although XIAP inhibits caspase activity, low expression of XIAP is permissive for stabilization of the related family member cIAP. IAPs are known to regulate each other’s expression through their E3 ubiquitin ligase activity [34] and *Xiap* null mice show markedly increased cIAP protein [35]. Since cIAP is required for TNF-dependent NF-κB signaling [36], we hypothesized that the growth advantage of MPN cells exposed to TNF could be mediated through an increase in cIAP protein levels. We evaluated cIAP expression in CD34^+^ cells from MF samples and normal BM using immunofluorescence and found that cIAP expression was higher in MF samples relative to normal BM (Fig. 4c). Concordantly, cIAP staining was increased in BM cores from MF patients relative to normal controls (Fig. 4d). To validate the inverse relationship between XIAP and cIAP, we overexpressed XIAP in CD34^+^ cells from MF patient samples and measured cIAP expression. Overexpression of XIAP reduced cIAP levels relative to vector control (Fig. 4e).

**Fig. 4:**
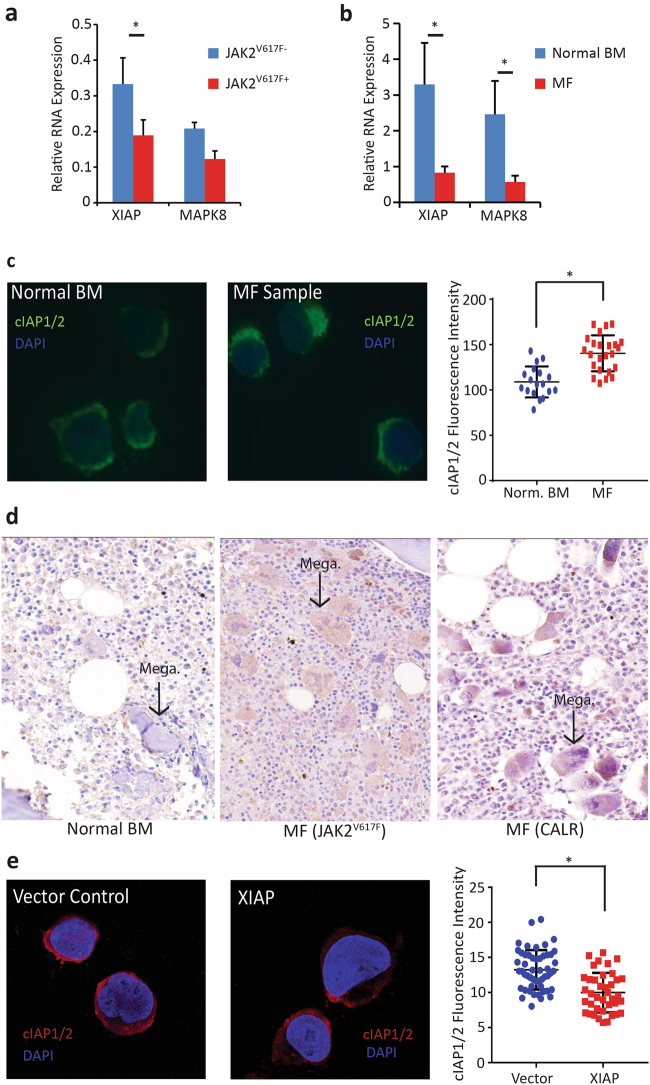
XIAP and MAPK8 mRNA expression is downregulated in mouse JAK2^V617F+^ cells and MF cells. **a** *Xiap* and *Mapk8* mRNA expression was measured by qPCR, using glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) as a control gene, in Lin^-^Kit^+^ cells from mice with JAK2^V617F^-induced MPN (*n* = 3). *Xiap* expression was significantly lower and *Mapk8* expression trended lower (*p* = 0.087) in JAK2^V617F^ cells. **b** *XIAP* and *MAPK8* expression was measured by qPCR, using β-glucuronidase (*GUS*) as a control gene, in MF (*n* = 5) and normal BM CD34^+^ cells (*n* = 3). Expression of both genes was significantly lower in MF. **c** Immunofluorescent images of CD34^+^ cells stained with a cIAP1/2 antibody. Fluorescence intensity was higher in MF (*n* = 4) cells compared to normal BM (*n* = 3). **d** Core BM biopsy sections from normal controls (*n* = 5), JAK2^V617F^ positive MF (*n* = 4) or CALR positive MF (*n* = 4) samples were stained with a cIAP1/2 antibody to evaluate expression. cIAP staining was stronger in both JAK2^V617F^ and CALR positive MF samples compared to the normal controls, particularly in the megakaryocytes (indicated by the black arrows). **e** Immunofluorescent images of MF cells (*n* = 3) with ectopic XIAP expression showed reduced cIAP1/2 fluorescence intensity relative to vector control. *P < 0.05

### Blocking cIAP inhibits survival, while ectopic expression of XIAP or MAPK8 induces apoptosis in primitive MF cells

To test whether cIAP is functionally important, we used birinapant at a concentration that selectively inhibits cIAP over XIAP (10 nM) [37, 38]. CD34^+^ MF and normal BM cells were treated in liquid culture for 72 h then transferred to semi-solid media. Colony formation was significantly reduced in MF samples relative to normal BM, suggesting that cIAPs favor survival of MPN over normal cells (Fig. 5a). In contrast, 100 nM birinapant inhibited colony growth of MF and normal BM to a similar degree. Since cIAPs mediate TNF-induced NF-κB activation [36], we next assessed NF-κB signaling. MF (*n* = 3) or normal BM (*n* = 3) CD34^+^ cells were infected with an NF-κB reporter construct, pretreated ±TNFR1 or TNFR2 BA (10 μg/mL) followed by addition of TNF (1 ng/mL). NF-κB activity was maximal at 8 h post TNF stimulation with a 41-fold increase in MF cells and a 19-fold increase in normal BM. NF-κB activity was significantly higher in MF cells over the entire time course (*P* = 0.03). Treatment with either the TNFR1 or TNFR2 BA reduced NF-κB activity in MF and normal BM cells. Notably, either blocking antibody reduced NF-κB activity in MF cells to levels seen in the normal BM cells (Fig. 5b). We next ectopically expressed XIAP and/or MAPK8 in CD34^+^ cells from MF patient samples (*n* = 4) and measured annexin V after 72 h. Expression of MAPK8 and XIAP significantly increased annexin V^+^ cells over vector control, suggesting that their downregulation is critical for MPN cells to avoid TNF-induced apoptosis (Fig. 5c).

**Fig. 5:**
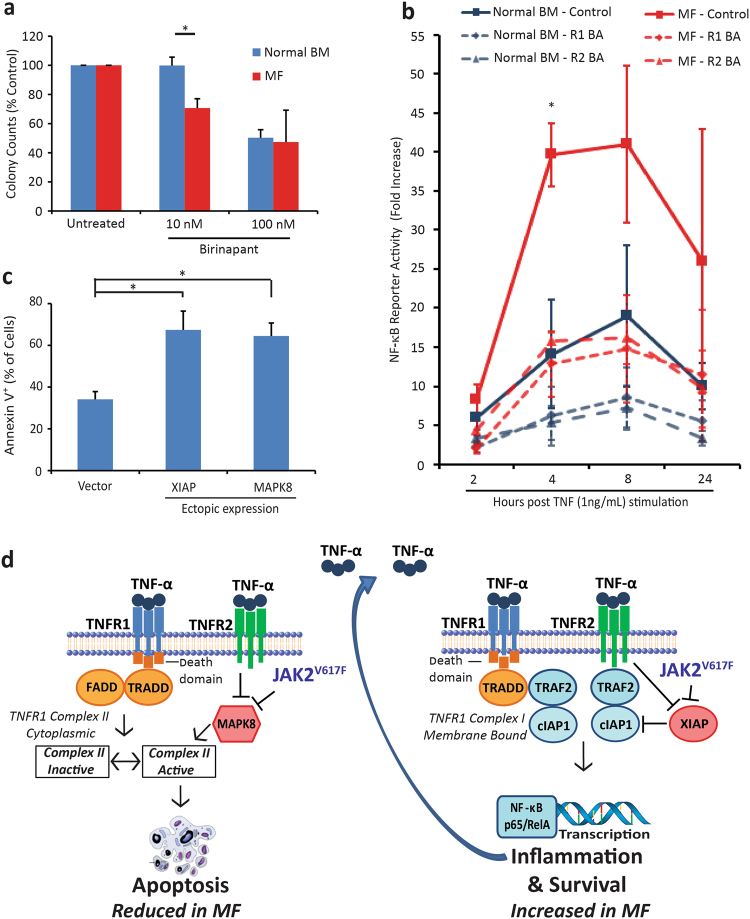
JAK2^V617F^ and TNFR2 cooperate to increase NF-κB signaling and reduce apoptosis in MF cells. **a** Human CD34^+^ cells isolated from MF patient (*n* = 3) or normal BM (*n* = 3) were treated with birinapant at 10 or 100 nM for 72 h in liquid culture and then plated in clonogenic assays with continued treatment. Colony inhibition was significantly different for normal vs. MF samples at 10 nM, while 100 nM birinapant inhibited both. **b** Human CD34^+^ cells isolated from MF patient (*n* = 3) or normal BM (*n* = 3) were infected with an NF-κB luciferase reporter construct 72 h prior to evaluation. Cells were treated with TNFR1 or TNFR2 BA (10 μg/mL) prior to stimulation with TNF (1 ng/mL). The fold increase in reporter activity was significantly higher in MF cells at 4 h post stimulation and over the complete time course (*P* = 0.03). Both TNFR1 and TNFR2 BAs reduced TNF stimulated NF-κB activity in MF and normal BM cells. **c** Annexin V was measured in MF CD34^+^ cells (*n* = 4) 72 h after infection with XIAP, MAPK8 or vector control expression constructs. Ectopic expression of XIAP or MAPK8 significantly increased Annexin V staining relative to vector control. **d** Downregulation of MAPK8 by JAK2^V617F^ and TNFR2 inhibits apoptotic signaling through TNFR1 by preventing MAPK8 from promoting the active form of TNFR1 Complex II. Downregulation of XIAP by JAK2^V617F^ and TNFR2 is associated with increased cIAP protein levels. Either TNFR1 (with TRADD) or TNFR2 can form a signaling complex through association with TRAF2 and cIAP to activate NF-κB transcription of pro-survival and inflammation-associated genes. These combined effects favor survival of JAK2^V617F^ cells. *P < 0.05, **P < 0.005

## Discussion

Chronic low-level inflammation is a feature of the aging hematopoietic system [9, 14, 39–43]. The BM concentrations of key inflammatory cytokines such as TNF and IFNγ increase with age and induce a myelomonocytic differentiation bias [9]. Concentrations of inflammatory cytokines are elevated in the plasma of most MPN patients. The highest levels are found in MF and correlate with symptom burden and shorter survival [44]. We have previously shown that TNF mediates the clonal dominance of JAK2^V617F^ over JAK2^WT^ cells, implicating TNF as a disease driver [2]. Although many inflammatory cytokines are elevated in MF, these data suggest a central role for TNF in MPN.

We show that TNF expression is higher in most cellular subsets of MF compared to controls under basal conditions, with differences enhanced by LPS in most hematopoietic progenitor cells. This is consistent with recent data showing that different hematopoietic cells have distinct cytokine production profiles including TNF [8]. These results suggest that MPN HSCs express TNF to inhibit the growth of normal HSCs competing for the same niches, especially under systemic inflammatory stress (LPS stimulation). These studies included samples from MF patients with either JAK2^V617F^ or CALR mutations, without appreciable differences between genotypes (patient profiles are provided in Supplemental Table 9).

TNF scavengers, such as etanercept and infliximab are associated with increased risk for opportunistic infections, giving rise to concerns about their use in immunocompromised patients, such as MF [45]. Data on anti-TNF therapeutics in MF are limited to one small study and anecdotal cases [16, 46]. Consistent with their modest effects in MF patients, etanercept and infliximab failed to reduce MPN disease in mice with JAK2^V617F^ MPN (Supplemental Figure 2). These results are at odds with the attenuation of MPN in a previous study using TNF deficient mice [2] and suggest that additional, unintended effects, of pan-TNF antagonists may neutralize differences in TNF responses between MF and normal cells [2, 47]. Several studies have implicated TNF as a negative regulator of HSCs [48–50]. Conflicting data were reported regarding the requirement for TNFR1 to mediate the suppressive TNF effects on HSCs cultured *ex vivo* [49, 50]. In competitive repopulation experiments, both TNFR1^−/−^ and TNFR2^−/−^ HSCs were shown to outcompete TNFR^WT^ cells to a similar degree, with a more pronounced advantage for double null cells [51]. To understand how JAK2^V617F^ reprograms TNF signaling in hematopoietic progenitors from suppression to stimulation, we asked whether this involves altered responses through TNFR1 and/or TNFR2. Our results support a model in which signaling through TNFR2, but not TNFR1, mediates the differential effects of TNF on myeloid colony formation of JAK2^V617F^ vs. JAK2^WT^ progenitor cells. Although the MF-specific reduction in colony formation with TNFR2 BA or knockdown was relatively modest (~30%; Fig. 2a, b, d), this difference may be sufficient to promote clonal dominance during the slow evolution of MPN. For unknown reasons, TNFR2 block reduced the JAK2^V617F+^ colonies much more profoundly in assays of mouse progenitor cells (by 89%, Fig. 2c). It is conceivable that the co-culture of JAK2^V617F^ and JAK2^WT^ cells is necessary to potentiate the differential effect and thus the difference was less dramatic in the human samples where MF and normal cells were cultured individually, in line with the observation that cytokine expression is altered both in mutant and normal cells isolated from MPN mice [8]. It is also possible that the over-expression of JAK2^V617F^ induced by the transduction/transplantation model may have amplified the effect in the mouse cells relative to the human samples. We selected this model because plasma TNF concentrations are elevated over controls to a similar degree as in MF (~10–15-fold) [26, 47].

The fact that TNFR1 and TNFR2 expression is comparable between MPN and normal BM cells excludes JAK/STAT regulation of TNFR1/2 expression as the cause of differential TNF responses, instead implicating differences in TNF signaling cascades. 

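Among TNFR2 BA-treated cells, the log2 signal of Xiap was 10.79 in JAK2 V617F+ and 9.58 in JAK2 V617F- arrays (n = 3 each), a difference of 1.21 with a 95% confidence interval from -1.27 to 3.70. For Mapk8 it was 8.18 and 9.23, a difference of -1.05 with a 95% confidence interval from -3.79 to 1.69. Among TNFR1 BA-treated cells, Xiap differed between the genotypes by -5.97 (standard error 1.18, adjusted p = 0.0757 from limma) and Mapk8 by -2.85 (standard error 1.30, adjusted p = 0.792).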

We found that expression of *Xiap* and *Mapk8*, two regulators of TNF signaling, is reduced in JAK2^V617F+^ mouse progenitor cells and that blocking TNFR2 restores their expression to the levels in JAK2^WT^ cells (Fig. 3a–c). Consistent with the mouse experiments, expression of *XIAP* and *MAPK8* was lower in human MF vs. normal BM CD34^+^ cells (Fig. 4b). Reduced expression of *Xiap* in murine JAK2^V617F+^ cells could be considered counterintuitive as XIAP inhibits caspases and hence apoptosis [52]. However, there is evidence for mutual regulation between XIAP and cIAP. Thus cIAP expression is increased in *Xiap* null mice, and this has been linked to the ability of XIAP to promote cIAP ubiquitination and proteasomal degradation, and vice versa [34, 35]. Indeed, cIAP expression was higher in MF compared to normal CD34^+^ cells and BM biopsies. Attempts to assess XIAP protein levels in hematopoietic cells were unsuccessful, but consistent with above predictions, ectopic expression of XIAP-induced apoptosis in MF CD34^+^ cells (Fig. 5c). Similarly, in many cancer cell lines, IAP proteins inhibit apoptosis induced by TNF [53, 54]. Downregulation of cIAPs or treatment with a cIAP inhibitor allows TNF-dependent apoptosis to proceed. This is reminiscent of our findings in MF cells, which are more sensitive than control to inhibition with the IAP inhibitor birinapant, at concentrations that block cIAP, but not XIAP; while the differential is lost at higher concentrations that block both (Fig. 5a). cIAP promotes activation of NF-kB and, as predicted, NF-kB reporter activity was shown to be higher in MF cells relative to normal BM cells (Fig. 5b) as reported by others [55]. This is consistent with data for the cIAP inhibitor LCL161, which is demonstrating activity in early clinical testing for the treatment of MF [56]. A second entry point into TNFR signaling involves reduction of MAPK8 expression to inhibit apoptotic signaling through TNFR1 Complex II. As MAPK8 promotes degradation of c-FLIP_L_ [20], reduced MAPK8 should stabilize the c-FLIP_L_ heterodimer with procaspase-8, favoring the inactive form of TNFR1 Complex II (Fig. 5d).

Altogether our findings are consistent with a model, in which MF cells downregulate XIAP and MAPK8 through a TNF/TNFR2-dependent autocrine loop to escape an apoptotic response and enhance NF-κB signaling (Fig. 5d). Since NF-κB is also a key mediator of inflammatory cytokine expression [57], this creates a positive feedback loop where TNF functions as a master regulator of inflammatory cytokine production in MPN cells. Studies to determine exactly how JAK2^V617F^ and other MF-associated mutations modulate TNFR2 signaling to limit the expression of XIAP and MAPK8 compared to their normal competitors are in progress. Our work supports the further clinical development of cIAP inhibitors and implicates selective TNFR2 inhibitors as potential therapeutics in the treatment of MF.

## Electronic supplementary material

Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

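Gene expression was measured on Affymetrix mouse arrays in Lin-Kit+ GFP+ (JAK2 V617F+) and GFP- (JAK2 V617F-) cells from untreated, TNFR1 BA-treated and TNFR2 BA-treated cultures, with 18 arrays in 6 groups. The authors deposited log2 signals per probe set, made with Affymetrix Expression Console according to the paper and the submitters' processing notes. The values were used as deposited, and the normalization is not given in the sources used here. The values per array carry no depth or detection call. The 17 arrays used in the paper were analysed, and all 18 as an alternative.

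Gene symbols came from the platform's annotation and were looked up by Entrez ID in a mouse gene table of GRCm38.p6, where 9625 matched and 0 symbols changed. A gene with several probe sets was represented by the one of highest mean. Kctd12, of the paper's lists, shares its probe set with another gene and is not reported. Comparisons used limma 3.58.1 in R 4.3.3, with group means of 6 groups, moderated variances with a trend, and Benjamini-Hochberg adjustment. The paper describes 3 independent experiments, each with marrow cultured in the 3 treatments and sorted into both genotypes, so the replicate number is read as the experiment and pairs the arrays. Deviations of arrays from their group means correlated by 0.008, 0.071 and 0.144 on average for replicates 1, 2 and 3, and by -0.033 between different numbers, and 14 of 17 arrays correlated best with their own number. The fit without a replicate block was set before the data were examined, and the block is given where it changes a call; this reading of the number was settled after both fits had been seen. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. The 22 lists covered cell types, pathways and the paper's top 10 genes, and at least 3 measured genes were needed. The lists, comparisons and alternatives were fixed before the data were examined. Named genes were up to 10 per direction and comparison among those past the threshold whose groups did not overlap (this last condition was dropped for the mean over treatments and for interactions), the 5 of smallest p where fewer than 5 passed, members of the fixed lists, the genes the paper names, and a fixed set of TNF pathway genes.

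The check of reversal by an untreated array was fitted on 1 probe set per gene, which selected 1160 genes where the filters over all probe sets selected 1154. It was first run with the fold filter alone, an alternative chosen after the data were seen. The sequential filters followed the legend of Fig. 3, except that the first took p against untreated JAK2 V617F- cells. The legend words it as any pair of treatment groups, which was run as an alternative. Fold change was read as a log2 difference over 1. Exact p-values of single genes are 2 times the smaller tail, and those of list means count absolute differences as large. Permutations used 100000 draws, or 100 where a model was refitted. The methods were tested on simulated data. Alternatives were all 18 arrays, a replicate block, fits on only the compared groups, quantile normalization, a filter on dim probe sets, variances without a trend, array weights, unpaired and paired t-tests, other p-values in the filters, other linkage and leave-one-out. The paper's methods state paired t-tests for murine samples. The experiments behind the qPCR and flow cytometry results are not analysed here.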

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

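The comparisons, list tests, interactions and leave-one-out fits in this part were planned, and the splits of arrays, permuted labels, and the tests on single replicate numbers, on mature cells, on a mix of progenitors and on the excluded array were chosen after the results were seen. Of these, only for the labels permuted and the genotypes swapped within experiments was it written before the run what they would have to show. The check of reversal by an untreated array was planned, but what it would have to show was written afterwards, and it was first run with the fold filter alone and then as planned; both are given.

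Beside genes the paper discusses, mast cell and erythroid genes differed between the genotypes, and 37 probe sets passed over the 3 treatments, Xiap and Vps18 of the paper's lists among them. Over these treatments Xiap differed by -4.19, and the adjusted p of Vps18 from limma rounds to 0.05. Among leave-one-out fits without a lone array in a group, Xiap did not pass without replicate 3. Without replicate 1 or 2, each of which leaves a lone untreated JAK2 V617F+ array, Xiap differed by -3.45 and -5.13. The median log2 difference was 2.91 for mast cell and basophil, 2.52 for erythroid, 1.25 for megakaryocyte and 0.96 for immediate early and heat shock genes. It was -1.45 for monocyte, macrophage and dendritic cell, -1.23 for B cell and -0.90 for T and NK cell genes. With an estimated correlation, only mast cell and erythroid genes of these passed (adjusted p = 0.000612 and 0.00305), and the adjusted p was 0.0739 for megakaryocyte, 0.0568 for immediate early and heat shock, 0.0558 for monocyte, macrophage and dendritic cell, 0.288 for B cell and 0.186 for T and NK cell genes. Of these lists, B cell (-0.24) and monocyte, macrophage and dendritic cell genes (-0.93) did not pass without replicate 1, T and NK cell genes without replicate 1 (-1.05) or 2 (-0.62), and immediate early and heat shock genes without replicate 3 (0.65). Of 100 splits of the arrays within treatments, only the real one gave as many as 37 probe sets (1 of 100, highest other 6). Of 100 splits that only swap the genotypes within pairs of one experiment and treatment, in a fit with a replicate block, only the real one gave as many as 67 (1 of 100, highest other 2), so a chance arrangement of single arrays can be excluded. With whole experiments swapped, the 4 splits are too few for a share under 0.05 (real count 67, highest other 4). The tables argue against a single replicate number as the source, since the lowest median of either list with a replicate number left out was 1.36 (erythroid genes, without replicate 1), although the erythroid difference within replicate 3 was 0.68 against 2.88 and 2.14 in the others. They argue also against more RNA of mature cells of every lineage, since monocyte, macrophage and dendritic cell genes were lower. The mean of these genes differed by -1.35, and their median difference was -2.44, -0.93 and -1.21 within replicates 1, 2 and 3. The exact permutation test of the mean (p = 0.00226) regrouped arrays across experiments, so it does not allow for arrays that share an experiment. More RNA of mature mast cells or mature erythroid cells alone was not tested. A different mix of progenitors inside the Lin-Kit+ gate, which mast cell progenitors can enter, and a change of expression within the cells cannot be told apart: 0 of 9 mast cell and basophil genes were lower, as either may give.

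The change with TNFR2 BA differed between the genotypes by 9.03 for Xiap and by 5.83 for Mapk8 (limma, p adjusted over 4 tests of these genes = 0.000321 and 0.0163, and limma, p adjusted over all probe sets = 0.414 and 0.997). With TNFR1 BA it differed by 1.85 for Xiap and 4.03 for Mapk8 (limma, p adjusted over the same 4 tests = 0.311 and 0.0727). Both genes had been chosen by the paper on these arrays. In the array the paper excluded, Xiap had a log2 signal of 6.57 and Mapk8 of 2.25. Of genes with a like level in untreated JAK2 V617F- cells, 25.4% were as low as Xiap in that array and 2.48% as low as Mapk8.

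The reversal by BAs rests on genes selected on 2 untreated JAK2 V617F+ arrays. When genes were selected on 1 of them, the other untreated array reversed 54.4% by at least 75%, and single TNFR1 BA and TNFR2 BA arrays reversed 53.7% and 46.7%, so selection may account for much of the share reversed. With both untreated arrays 40.2% were reversed by TNFR1 BA and 30.2% by TNFR2 BA, and simulated arrays gave 26.9% (highest 30.1%) with neither a BA nor a genotype effect, and 9.12% (highest 10.3%) with no BA effect and the observed genotype differences taken as true, which overstates them, as 2957.7 genes were selected there and 1160 in the data. With the fold filter alone, 46.3% and 39.6% were reversed, the simulations gave 40.4% and 19.2%, and the other untreated array reversed 52.6%. In the excluded array, 39.4% of the paper's 33 genes were reversed, 58.8% of those higher and 18.8% of those lower in JAK2 V617F+ cells, which does not settle it in an array of low quality. The number of probe sets past the first filter was reached in 52 of 100 draws of labels permuted across experiments and, with a replicate block, in 18 of 100 draws of labels permuted within experiments, which is consistent with chance for that number.

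Arrays fell into 6 of 6 groups after probe sets were selected on the group labels, and labels permuted across experiments gave as many in 20 of 100 draws. With a replicate block in the selection 4 groups did, and labels permuted within experiments gave as many in 25 of 100 draws, which suggests that selection could give such branches. It does not readily give the branch that 1 genotype formed, since labels permuted across experiments gave a genotype branch in 3 of 100 draws. Over all probe sets, the closest array had the same replicate number for 11 of 17 arrays (permutation test, p = 0.00492), where 5 would be expected. Also over all probe sets, 14 of 17 arrays were closest to one of their genotype, while no genotype formed a branch (0 of 2).

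For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. The real and highest other counts were 9 and 1 for genotype with TNFR1 BA (1 of 10 splits as large), 4 and 1 for genotype with TNFR2 BA (1 of 10), 0 and 2 for TNFR1 BA in JAK2 V617F- (10 of 10), 0 and 1 for TNFR2 BA in JAK2 V617F- (10 of 10), and 0 and 3 for TNFR2 BA minus TNFR1 BA in JAK2 V617F+ (10 of 10). The 4 splits that part all 3 pairs of an experiment are also too few, with a real and highest other count of 9 and 0 for genotype with TNFR1 BA, 4 and 1 for genotype with TNFR2 BA, and 0 and 0 for the other 3; the other splits part fewer pairs and carry differences between experiments.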

How the results depend on the processing

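The alternatives were set before the data were examined, except a selection by fold alone, which was chosen after seeing the data. The cause of the changes below was not tested. Tpsab1, Mycn, Tpsb2, Lif and Tph1 stayed past the threshold over the 3 treatments under every alternative run. Signal near the lowest value limits what a difference can show.

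The count for genotype in untreated cells (8) was 4 with all 18 arrays, 4 above the median level, 4 with array weights, 0 with only the compared groups, and from 0 to 171 with leave-one-out. The count for genotype with TNFR1 BA (9) was 5, 2 and 0 with all 18 arrays, above the median level and with only the compared groups, 2 with an unpaired t-test, and from 0 to 11 with leave-one-out. For genotype with TNFR2 BA (4) these were 2, 1 and 0, then 9 without a trend, and from 0 to 6 with leave-one-out. TNFR1 BA in JAK2 V617F+ (1) gave 2 with quantile normalization, 3 without a trend, 0 with array weights or only the compared groups, and 2 with an unpaired t-test. In leave-one-out fits without a lone array in a group, TNFR1 BA in JAK2V617F+ gave from 0 to 2 and TNFR2 BA in JAK2V617F+ from 0 to 5. Over all leave-one-out fits, the highest count of each BA in JAK2V617F+ came without untreated JAK2V617F+ replicate 1, which leaves a lone array. TNFR2 BA in JAK2 V617F+ (3) gave 1 with all 18 arrays, 0 with array weights or only the compared groups, 5 with the methods' t-test, and from 0 to 55 with leave-one-out. Genotype over the 3 treatments (37) gave 19 above the median level and from 6 to 119 with leave-one-out. The interactions (0) gave 1 above the median level for TNFR1 BA and 1 without a trend for each BA, and with leave-one-out from 0 to 20 for TNFR1 BA and from 0 to 7 for TNFR2 BA. TNFR2 BA in JAK2 V617F- and TNFR2 BA minus TNFR1 BA in JAK2 V617F+ (0) gave from 0 to 1 with leave-one-out. The high counts of 171, 132, 119 and 20 came without untreated JAK2 V617F+ replicate 1, which leaves a lone array assumed to vary like the other groups.

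With a replicate block, TNFR2 BA in JAK2 V617F+ gave 0 probe sets, genotype over the 3 treatments 67 and the TNFR1 BA interaction 1, and Xiap differed with TNFR2 BA by 7.78 (adjusted p = 0.0612). With the methods' t-test paired by number, the counts were 2, 0 and 0 for genotype in untreated, TNFR1 BA and TNFR2 BA cells, 3 for TNFR1 BA and 8 for TNFR2 BA in JAK2 V617F+, and Xiap differed by -7.17 (adjusted p = 0.887) and 7.76 (adjusted p = 1). Beside these, the replicate block ended the calls of Itm2a (adjusted p = 0.0672) and Cry2 (adjusted p = 0.0612) with TNFR2 BA in JAK2 V617F+, and it ended no other call of the named genes and lists it was run on. The counts for genotype were 9 in untreated, 13 in TNFR1 BA and 6 in TNFR2 BA cells.

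Xiap in untreated cells was -6.44 (adjusted p = 0.123) with all 18 arrays, -7.76 (0.054) with array weights, -7.82 with only the compared groups (0.65) and with an unpaired t-test (0.419), and from -8.50 to -7.17 with leave-one-out. Xiap with TNFR2 BA was 6.99 (0.238) with all 18 arrays, 8.26 (0.182) with array weights, 8.37 without a trend (0.0584), with only the compared groups (0.985) and with an unpaired t-test (0.473), and from 7.76 to 8.96 with leave-one-out. The Mapk8 difference of TNFR2 BA minus TNFR1 BA ran from -0.25 to 2.94 with leave-one-out and turned negative without TNFR1 BA JAK2 V617F+ replicate 1.

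The filter counts, in the order of Fig. 3c (first filter, second filter, reversed by TNFR1 BA and selective, reversed by TNFR2 BA and selective), were 3103, 1991, 976, 596, 802 and 485 with p in any of the 15 pairs, 571, 374, 177, 103, 133 and 84 with analysis of variance, and 10, 9, 2, 2, 3 and 3 with adjusted p. Above the median level they were 835, 553, 271, 200, 178 and 136. The selective count for TNFR1 BA was 475 with all 18 arrays. With leave-one-out they ran from 996 to 1773 for the second filter, 311 to 1072 and 183 to 734 for TNFR1 BA, and 227 to 801 and 135 to 559 for TNFR2 BA. In clustering, probe sets with p under 0.05 gave 6 groups and 1 genotype as branches and 14 arrays closest to their group. With the 1000 most variable probe sets or those above the median level, 2 arrays were closest to their group. Without overshoot the other untreated array reversed 35.7%, and single TNFR1 BA and TNFR2 BA arrays 38.7% and 32.2%.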

Differences from the paper's values

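The 6 filter counts lay within 1.5 times the values read by eye in Fig. 3c. With p in any of the 15 pairs of groups, as the legend words the first filter, all 6 differed by more than that.

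The paper states that unsupervised clustering grouped the arrays by genotype and treatment. Over all probe sets 0 of 6 groups and 0 of 2 genotypes formed a branch, while 14 of 17 arrays were closest to one of their genotype. With probe sets of p under 0.05, an alternative set before the data were examined, 6 of 6 groups and 1 of 2 genotypes formed a branch.

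The paper states that Mapk8 was reversed by TNFR2 but not TNFR1 block. By the 75% filter the same was found here for Mapk8 and Xiap, with a share of 0.223 of the Mapk8 difference remaining with TNFR2 BA and 0.432 with TNFR1 BA. The direct Mapk8 difference between the BAs was 1.44 (standard error 1.30, unadjusted p = 0.286 from limma). For Xiap, a share of 0.732 remained with TNFR1 BA and the direct difference was 6.27.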

Other observations

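The tests in this part were set before the data were examined, except the simulation of shared untreated arrays, which was chosen afterwards. Over the 3 treatments, the median log2 difference between JAK2 V617F+ and JAK2 V617F- cells was -0.22 for 13 neutrophil lineage genes (adjusted p = 0.147 from camera), 0.08 for 11 genes of stem and multipotent progenitors (0.417), 0.06 for 29 cell cycle genes (0.646) and 0.35 for 19 JAK-STAT5 target genes (0.272). It was -0.25 for 15 cholesterol synthesis genes (0.323), -0.21 for 17 cytosolic ribosomal protein genes (0.0554), 0.34 for 15 interferon response genes (0.703), -0.24 for 14 p53 target genes (0.276), -0.05 for 18 genes of the unfolded protein and amino acid response (0.646) and -0.17 for 6 housekeeping genes (0.329). The lists of B cell (adjusted p = 0.0193), T and NK cell (0.0423) and immediate early and heat shock genes (0.0193) passed, and with an estimated correlation their adjusted p was 0.288, 0.186 and 0.0568. The B cell list did not pass without replicate 1 (median -0.24, adjusted p = 0.706), and its median difference within replicate 3 was 0. The T and NK cell list did not pass without replicate 1 (0.278) or 2 (0.299), nor the immediate early and heat shock list without replicate 3 (0.124).

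Between untreated JAK2 V617F+ and JAK2 V617F- cells, Tnfrsf1a, the gene of TNFR1, differed by 0.22 (standard error 0.87), and Tnfrsf1b, the gene of TNFR2, by 0.14 (standard error 0.78). Jak2 differed by 0.52 (standard error 1.21), and Birc2, which encodes an inhibitor of apoptosis, by -1.06 (standard error 1.07). None of these 4 passed an adjusted p of 0.05 from limma (0.985, 0.989, 0.957 and 0.848).

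The changes with TNFR1 BA and TNFR2 BA, which share their untreated arrays, correlated across 9636 genes by 0.664 in JAK2 V617F+ cells, where simulated unchanged groups gave 0.602, with a covariance of 1.55 against 1.34 (highest 1.44). In JAK2 V617F- cells the correlation was 0.443 against 0.499 and the covariance 0.623 against 0.889. Both lay below the simulated values there, so the simulation is not a firm reference for no change. Genes are not independent replicates.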
